# Long noncoding RNA *HOTAIR* is relevant to cellular proliferation, invasiveness, and clinical relapse in small-cell lung cancer

**DOI:** 10.1002/cam4.220

**Published:** 2014-03-03

**Authors:** Hiroshi Ono, Noriko Motoi, Hiroko Nagano, Eisaku Miyauchi, Masaru Ushijima, Masaaki Matsuura, Sakae Okumura, Makoto Nishio, Tetsuro Hirose, Naohiko Inase, Yuichi Ishikawa

**Keywords:** *HOTAIR*, invasiveness, lincRNA, proliferation, small-cell lung cancer

## Abstract

Small-cell lung cancer (SCLC) is a subtype of lung cancer with poor prognosis. To identify accurate predictive biomarkers and effective therapeutic modalities, we focus on a long noncoding RNA, *Hox* transcript antisense intergenic RNA (*HOTAIR*), and investigated its expression, cellular functions, and clinical relevance in SCLC. In this study, *HOTAIR* expression was assessed in 35 surgical SCLC samples and 10 SCLC cell lines. The efficacy of knockdown of *HOTAIR* by siRNA transfection was evaluated in SBC-3 cells in vitro, and the gene expression was analyzed using microarray. *HOTAIR* was expressed highly in pure, rather than combined, SCLC (*P* = 0.012), that the subgroup with high expression had significantly more pure SCLC (*P* = 0.04), more lymphatic invasion (*P* = 0.03) and more relapse (*P* = 0.04) than the low-expression subgroup. The knockdown of *HOTAIR* in SBC-3 cells led to decreased proliferation activity and decreased invasiveness in vitro. Gene expression analysis indicated that depletion of *HOTAIR* resulted in upregulation of cell adhesion-related genes such as *ASTN1*, *PCDHA1*, and mucin production-related genes such as *MUC5AC*, and downregulation of genes involved in neuronal growth and signal transduction including *NTM* and *PTK2B*. Our results suggest that *HOTAIR* has an oncogenic role in SCLC and could be a prognostic biomarker and therapeutic target.

## Introduction

Lung cancer is a leading cause of cancer death worldwide 1. Small-cell lung cancer (SCLC) is an aggressive subtype, characterized by a neuroendocrine nature, which represents ∼15% of all newly diagnosed lung cancers 2. SCLC patients have a poor prognosis compared with non–small-cell lung cancers (NSCLCs) due to more rapid growth and more frequent recurrence. Although the survival of NSCLC patients has been significantly improved by targeted chemotherapy, there are currently no targeted drugs effective against SCLC. To identify accurate predictive biomarkers and to develop effective therapeutic modalities, elucidation of molecular mechanisms underlying the rapid growth and the high propensity for relapse of SCLC is essential.

Advances in experimental technology have been applied to studies of malignant tumors including SCLC 3. In particular, application of modern genetic profiling technology to the study of noncoding RNAs has revealed a crucial role for these molecules in tumor cell regulation. Similar to short regulatory noncoding RNAs (ncRNAs), such as microRNAs, many long intergenic ncRNAs (lincRNAs) have been found to be important by functioning as the interface between DNA and specific chromatin remodeling activities 3–7. These lincRNAs are involved in diverse cellular processes, including cell-cycle regulation, immune surveillance, and stem cell pluripotency.

*Hox* transcript antisense intergenic RNA (*HOTAIR*) is one of the few biologically well-studied lincRNAs 8,9. Previous studies have demonstrated that *HOTAIR* is transcribed from *HoxC* gene as an antisense transcript, and binds polycomb repressive complex 2 (PRC2) and LSD1-CoREST-REST complex as scaffolds, leading to catalyzing trimethylation of H3K27 and spontaneous demethylation of H3K4, and to repressing transcription of *HoxD* genes 9. REST (RE1 silencing transcriptional factor, also called neuron-restrictive silencer factor) and its corepressors negatively regulate neurogenesis and contribute to the maintenance of pluripotency of neural cells 10, whereas LSD1 (lysin-specific demethylase 1) regulates neural stem cell proliferation 11. In relation to DNA methylation, EZH2, a compartment of PRC2, directly interacts with DNA methyltransferases (DNMT1, DNMT3A and DNMT3B). This interaction is necessary for maintenance of DNA methylation and stable repression of specific genes, including many tumor suppressors 12. In fact, 20% of the lincRNAs have been shown to associate with PRC2. The homeobox-containing genes as targets of *HOTAIR* are a family of transcriptional regulators encoding DNA-binding homeodomains involved in the control of normal development 4,5. Also, aberrant expression of homeobox genes is associated with both morphological abnormalities and carcinogenesis 6,7. Moreover, a most recent study suggested that the role of *HOTAIR* in tumorigenesis occurs through triggering epithelial-to-mesenchymal transition (EMT) and acquiring stemness and its maintenance 13.

Although *HOTAIR* and its association in cancer metastasis and prognosis of diverse cancers have been suggested in several studies 14–22, its functions in SCLC remain unclear. In this study, we investigated the role of *HOTAIR* for cellular proliferation and patients' prognosis to develop a biomarker and a new target for therapy of SCLC.

## Materials and Methods

### Clinical samples and cell lines

Between January 1995 and December 2010, 3460 patients with primary lung cancer underwent surgery at the Cancer Institute Hospital of Japanese Foundation for Cancer Research (JFCR), Tokyo, Japan. Since SCLC is usually inoperable, only 55 (1.6%) cases had been diagnosed as SCLC by expert pathologists using hematoxylin and eosin (H&E) staining, based on the WHO classification 23.

Due to inadequate amounts of viable cancer cells, 20 cases were excluded from the study leaving 35 cases. Basis on TNM classification of malignant tumors 7th edition, all cases were staged. Specimens were snap-frozen in liquid nitrogen typically within 15 min after removal and stored at −80°C. Written informed consent for research was obtained from all patients, and our institutional review board approved the study plan. We collected clinicopathological details including neoadjuvant and adjuvant chemotherapy (NAC and AC, respectively), and listed them in Table 1.

**Table 1:** Comparisons of clinicopathological factors of all SCLC patients enrolled (*n* = 35) and those with high- and low expression of *HOTAIR*

	All cases, examined (*n* = 35)		Cases with high-*HOTAIR* expression (*n* = 12)		Cases with low-*HOTAIR* expression (*n* = 23)		
				
Factors	*N*	%	*N*	%	*N*	%	*P* value
Age (mean ± SD)	65.8 ± 6.60		63.3 ± 6.70		67.1 ± 6.30		0.10
Gender							
M	25	71.4	9	75.0	16	69.6	0.53
F	10	28.6	3	25.0	7	30.4	
Cumulative smoking (pack-years)	52 ± 31		52 ± 19		52 ± 36		0.96
Chemotherapy type							
NAC − AC−	3	8.60	1	8.33	2	8.70	
NAC + AC−	3	8.60	0	0	3	13.0	
NAC − AC+	23	65.7	8	66.7	15	65.2	
NAC + AC+	6	17.1	3	25.0	3	13.0	
Regimen							
NAC(*n* = 9)	CDDP + VP16 (8)	22.9	3	25.0	5	21.7	
	CDDP + DOC (1)	2.90	0	0	1	4.35	
AC(*n* = 29)	CDDP + VP16^1^ (22)	62.9	10	83.3	12	52.2	
	CBDCA + VP16^2^ (4)	11.4	0	0	4	17.4	
	Mix; 1 and 2 (3)	8.60	1	8.33	2	8.70	
Histological type (SCLC)							
Pure	24	68.6	11	91.7	13	56.5	0.04*
Combined	11	31.4	1	8.33	10	43.5	
	With Ad (5)	45.5	0	0	5	50.0	
	With LCC (2)	18.2	0	0	2	20.0	
	With LCNEC (4*)	36.4	1*	100	2	20.0	
	With others (1)	9.10	0	0	1	10.0	
	*include combined case (with both LCNEC/Ad)		*include combined case (with both LCNEC/Ad)				
Operation (SCLC)							
Partial resection	3	8.60	1	8.33	2	8.70	
Segmentectomy	0	0	0	0	0	0	
Lobectomy (1 lobe)	27	77.1	10	83.3	17	73.9	
Lobectomy + partial resection	1	2.90	1	8.33	0	0	
Lobectomy (2 lobes)	2	5.70	0	0	2	8.70	
Pneumectomy	2	5.70	0	0	2	8.70	
Pathological stage							
1a	11	31.4	1	8.33	10	43.5	
1b	4	11.4	2	16.7	2	8.70	
2a	7	20.0	3	25.0	4	17.4	
2b	2	5.70	0	0	2	8.70	
3a	10	28.6	6	50.0	4	17.4	
3b	1	2.90	0	0	1	4.35	
4	0	0	0	0	0	0	
Invasion (microscopic)							
Vascular invasion	29	82.9	9	75.0	20	87.0	0.33
Lymphatic invasion	20	57.1	10	83.3	10	43.5	0.03*
Relapse	15	42.9	8	66.7	7	30.4	0.04*
	Brain (6)	40.0	4	50.0	2	28.6	
	Lung (2)	13.3	2	25.0	0	0	
	Mediastinal LNs (4)	26.7	3	37.5	1	14.3	
	Stomach (1)	6.70	0	0	1	14.3	
	Liver (3)	20.0	1	12.5	2	28.6	
	Adrenal gl. (2)	5.70	1	12.5	1	14.3	
	Others (pleural eff.) (1)	6.70	0	0	1	14.3	
Survival							
Alive	19	54.3	5	41.7	14	60.9	
Dead	16	45.7	7	58.3	9	39.1	
	Lung cancer (11)	68.7	6	85.7	5	55.6	
	Other malignancy (2)	12.5	1	14.3	1	11.1	
	Other disease (2)	12.5	0	0	2	22.2	
	Unknown (1)	6.30	0	0	1	11.1	
DSS (mean ± SD)	45.3 ± 35.7 mos.		38.1 ± 27.2 mos		49.0 ± 39.5 mos		
RFS/DFS (SCLC) (mean ± SD)	40.9 ± 38.5 mos.		30.8 ± 30.7 mos		46.3 ± 41.6 mos		

SCLC, small-cell lung cancer; smoking index, a product of number of cigarettes per day by duration in years; NAC, neoadjuvant chemotherapy; AC, adjuvant chemotherapy; CDDP, cisplatin; CBDCA, carboplatin; VP-16, etoposide; DOC, docetaxel; Ad, adenocarcinoma; LCC, large cell carcinoma; LCNEC, large cell neuroendocrine carcinoma; LNs, lymph nodes; DSS, disease-specific survival; RFS, relapse-free survival; DFS, disease-free survival.

* *P* < 0.05.

Ten SCLC cell lines (COLO-668, COR-L51, COR-L88, DMS-79, DMS-53, Lu-134A, MS-1, SBC-3, SBC-5, and SBC-1), one adenocarcinoma cell line (A549) and a normal lung cell line (MRC-5), derived from embryonic normal lung tissue, were used. The former four lines were obtained from the European Collection of Cell Cultures, and the other were from Japanese Collection of Research Bio-resources or the RIKEN Bio Resource Center. All cells were maintained in the Dulbecco's modified Eagle's medium (DMEM) supplemented with 2 mmol/L l-alanyl-l-glutamine solution, 1.1% antibiotic-antimycotic mixed stock solution (Nacalai Tesque, Kyoto, Japan) and 10% fetal bovine serum (FBS), at 37°C, 5% CO_2_ incubator.

Primary-cultured normal bronchial epithelial (NBE) cells were obtained from fresh surgical materials. Emergence and proliferation of bronchial epithelial cells around the samples without any proliferation of fibroblasts and contamination was confirmed by microscopy.

### RNA preparation, reverse transcription, and quantitative real-time polymerase chain reaction

Total RNA from tissues and cells were extracted using the RNeasy mini kit or RNeasy mini kit plus (Qiagen, Tokyo, Japan). cDNAs were generated from 30 ng of total RNA. The resulting cDNA was subjected to a 45-cycle polymerase chain reaction (PCR) amplification step followed by quantitative real-time PCR (qRT-PCR) using the LightCycler 480 SYBR Green I Master protocol (Roche Applied Science, Indianapolis, IN). Triplicates were run for each gene for each sample as previously 16. Based on previous studies 24, the amount of *HOTAIR* RNA was normalized to that of beta-actin (*ACTB*) in tissue samples and xenografts, and to Glyceraldehydes-3-phosphate dehydrogenase (*GAPDH*) in cell lines and normal cells. The *HOTAIR/ACTB* ratio in 35 SCLC and 15 noncancerous lung tissues randomly chosen from the 35 patients were analyzed by qRT-PCR. Tumors were divided into two groups with high- and low expression based on *HOTAIR*/*ACTB* ratios, using receiver operating characteristic (ROC) curve analysis. The primer sequences are listed in Table S1.

### *HOTAIR* expression of SCLC cell lines as well as control cells

We assessed *HOTAIR* expression in above cell lines and normal controls, normalizing to *GAPDH*. To define high- and low-expression groups, we used the level of normal controls, that is, the cut-off level of high expression was defined as above those of normal controls.

### SCLC cell xenografts

We examined *HOTAIR* expression in xenografts as well 25. Four-week-old male nude mice *Crlj:CD1-Foxn1*^NU^ with ICR background were purchased from Charles River Laboratories, Japan, housed at the animal care facility of our institute and kept under standard temperature, humidity, and timed-lighting conditions and provided mouse chow and water ad libitum. The five SCLC cell lines with high expression (final concentration, 1.0 × 10^7^ cells/0.3 mL phosphate buffered saline [PBS] each) were injected directly into three sites of the abdominal subcutaneous adipose tissue of the mice in 0.3 mL of sterile PBS. Developed tumors were immediately frozen in liquid nitrogen and stored at −80°C until use.

### RNA interference

Cells were transfected with 20 nmol/L small interfering (si)RNAs targeting *HOTAIR*, using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA) as per manufacturer's directions. Transfection efficiency was assessed using a fluorescence microscope (Leica-DMIRE2) following 72 h incubation after transfection of labeled positive control; BLOCK-iT Alexa Fluor Red Fluorescent Oligo (Invitrogen) according to manufacturer's procedures. Twenty nmol/L (final concentration) of siRNAs and 1.5 *μ*L of Lipofectamine RNAiMAX in a total volume of 101.5 *μ*L were used for transfection of SBC-3 cells in 24-well based analysis (transduction efficiency: 100%, knockdown efficiency: 50%). We transfected #1–3 si*HOTAIR* as previously 8,9,14 to SBC-3 cells. After 72 h, total RNAs were collected for qRT-PCR analysis. Primer sequences are listed in Table S1.

### Cell proliferation assay and matrigel invasion assay

For cell proliferation assays, 4.0 × 10^4^ cells were plated in triplicate on 24-well plates containing DMEM medium with 10% FBS, 1% antibiotics, and glutamine solution. Subsequently, the cell number was calculated using the Trypan-blue staining and an automated cell counter (TC10 Bio-Rad Laboratories, Tokyo, Japan) after transfection with siRNA for 24, 48, 72, and 96 h.

A matrigel invasion assay was performed using the Biocoat Matrigel Invasion Chamber (BD) according to the manufacturer's protocols. In brief, 4.0 × 10^4^ cells were plated in the upper insert chamber in serum-free medium. The bottom chamber contained DMEM medium with 10% FBS as an inducer of invasion. After 48 h, the bottom of the insert chamber was fixed and stained with Diff-Quick staining (Sysmex, Kobe, Japan). Cells on the dissected stained membrane were counted under a microscope. Each membrane was divided into four quadrants and the sum of all four quadrants was calculated. Each matrigel invasion assay was performed in triplicate, and compared with migration assays using control insert membranes.

### Comprehensive gene expression analysis using microarrays

Total RNAs from #1si*HOTAIR*-transfected SBC-3 cells and control cells (si*GFP*-transfected cells), were extracted using RNeasy mini kit Plus (Qiagen) and hybridized to the microarrays, Sure Print G3 Human GE 8 × 60K microarrays (Agilent Technologies, Santa Clara, CA), according to the manufacturer's instructions. Subsequently, data analysis was carried out using the GeneSpring GX 12 software (Agilent Technologies), with a stringency of *P* < 0.1 and a twofold or more change using gene ontology analysis.

### Statistical analysis

Continuous datasets were compared using an independent *t*-test between two groups, and categorical datasets were analyzed by the chi-square test. Significance of difference between two or more groups was estimated with the Mann–Whitney *U-*test or the Kruskal–Wallis test, as appropriate. Disease-specific survival (DSS) was defined by death only from SCLC. Relapse-free survival (RFS) was defined by metastasis as the first recurrence event. In this study, because second primary cancers were not found in all subjects, RFS is de facto disease-free survival (DFS). DSS and RFS/DFS curves were plotted according to the Kaplan–Meier method with the Cox–Mantel log-rank test applied for comparison. Univariate and multivariate analyses by the Cox proportional hazard method were performed. All differences were considered statistically significant at the level of *P* < 0.05, and there being a tendency at a level of *P* < 0.10. SPSS 19.0 (IBM Corporation, Somers, NY) was used for statistical analyses.

## Results

### Clinicopathological profiles of 35 SCLC cases

We assessed 35 surgically removed SCLC tumors and 15 lung tissues. The patients were mostly male, the average age was 65.8 years, and cumulative smoking was over 50 pack-years. Nine cases undertook chemotherapy before surgery, typically four courses of platinum (cisplatin [CDDP] or carboplatin [CBDCA]) plus etoposide (VP-16), and 26 (74%) cases did not have chemotherapy. Histologically, 69% (*n* = 24) were pure SCLC and vascular invasions were often observed (83%, *n* = 29). As expected, there were many stage I cases (*n* = 15, 43%). Generally, although SCLC patients once improved after chemotherapy, relapses frequently occur, resulting in poor prognosis. During the period of observation, 43% (*n* = 15) had relapses and 46% (*n* = 16) died. DSS and RFS/DFS were 45.3 ± 35.7 months and 40.9 ± 38.5 months, respectively.

### *HOTAIR* expressions and clinicopathological factors in SCLC

We assessed *HOTAIR* expression levels in 35 tumors and 15 normal tissues by qRT-PCR normalized to the *ACTB*. *HOTAIR* levels between tumor tissues (*n* = 35) and normal tissues (*n* = 15) were not different significantly when analyzed across all cases (*P* = 0.992 [Mann-Whitney U test]; Fig. 1A). When compared between pure-SCLC tumor tissues (*n* = 24) and combined-SCLC tumor tissues (*n* = 11), *HOTAIR* expression was significantly higher in pure SCLC (*P* = 0.009; Fig. 1B). For pure-SCLC cases, *HOTAIR* had a tendency to be expressed more in tumor tissues (*n* = 24) than normal tissues (*n* = 13) (*P* = 0.092; Fig. 1C). Since chemotherapy prior to surgery might have some effect on cellular nature, analysis was limited to cases without such treatment (pure-NAC(−) cases), resulting in significantly higher expression in tumor (*n* = 18) than normal tissues (*n* = 9) (*P* = 0.012; Fig. 1D).

**Figure 1:**
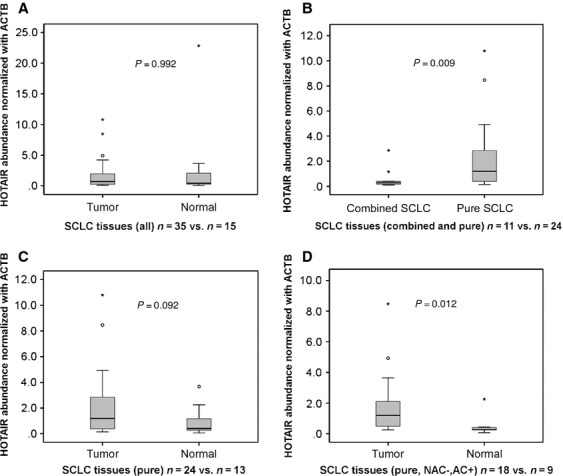
*HOTAIR* expression levels assessed by quantitative RT-PCR in 35 SCLC and normal tissues. Comparisons between all the tumors (*n* = 35) and normal tissues (*n* = 15) (A), pure (*n* = 24) and combined (*n* = 11) SCLC (B) (*P* = 0.009), pure SCLC and normal (C), and between pure SCLC with adjuvant chemotherapy and no neoadjuvant chemotherapy (*n* = 18) and normal (D) (*P* = 0.012) were made. *HOTAIR* was highly expressed in pure SCLC than combined SCLC and normal tissues.

We divided 35 subjects by *HOTAIR* expression into two groups: high expression (*n* = 12) and low expression (*n* = 23), according to a *HOTAIR/ACTB* ratio of 1.368 in tumor tissues, obtained by the ROC method (Fig. 2A). The high-expression group contained significantly more pure SCLC (*P* = 0.04), more lymphatic invasion (*P* = 0.03), and more relapse (*P* = 0.04) than the low-expression group (Table 1). To perform survival analysis, we focused only on cases with pure SCLC, without NAC and with AC (*n* = 8 in high-expression group and *n* = 10 in low-expression group). The high-expression group tended to have lower survival for RFS/DFS (*P* = 0.086), but not for DSS (*P* = 0.263) (Fig. 2B and C). Univariate analyses of DSS in all the subjects revealed that there were tendencies toward poor prognosis in the cases with relapse and pathological stages II or higher (*P* = 0.058, 0.099, respectively, Table S2). Multivariate analyses of DSS demonstrated that AC (*P* = 0.005) and pathological stages (*P* = 0.02) were significant prognostic factors (Table S2). However, *HOTAIR* expression was not a prognostic factor by either uni- or multivariate analyses. In regard to RFS/DFS, multivariate analyses showed that AC and pathological stages were significant prognostic factors (*P* = 0.004 and 0.021, respectively) and there was a tendency to poor prognosis in the cases with high-*HOTAIR* expression (*P* = 0.071) as indicated in Table S2.

**Figure 2:**
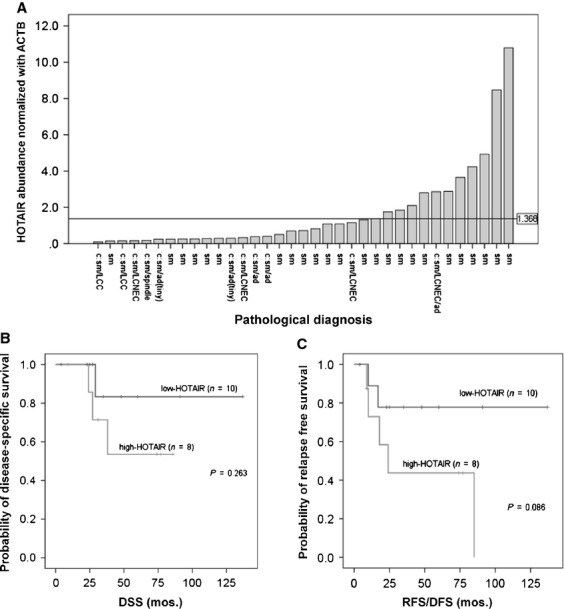
*HOTAIR* expression levels in SCLC and survival curves by *HOTAIR* expression. (A) *HOTAIR* expression in 35 SCLC and a reference level (*HOTAIR*/*ACTB* ratio = 1.368). (B and C) The Kaplan–Meier DSS curves and RFS/DFS curves, respectively, according to *HOTAIR* levels in pure-SCLC cases with adjuvant chemotherapy and no neoadjuvant chemotherapy (*n* = 18). Note that there was a tendency to poor prognosis in the high-expression group for the RFS/DFS of these groups (*P* = 0.086). For abbreviations, see text.

### Expression of *HOTAIR* in SCLC cells and their xenografts

We next examined *HOTAIR* expression in cell lines and normal cells. Normal cells had no expression. There were five SCLC cell lines (COR-L51, COR-L88, DMS-79, Lu-134A, and SBC-3) whose expression was significantly higher than normal, whereas the other five cell lines and the adenocarcinoma line showed the same low-level expression as normal cells. The SBC-3 cells expressed particularly highly (Fig. 3A). We made xenografts from these five cell lines and assessed *HOTAIR* expression using RT-PCR as normalized to *ACTB*. Although Lu-134A and DMS-79 lines expressed significantly highly compared with states of culture, it was SBC-3 that expressed most highly (Fig. 3B).

**Figure 3:**
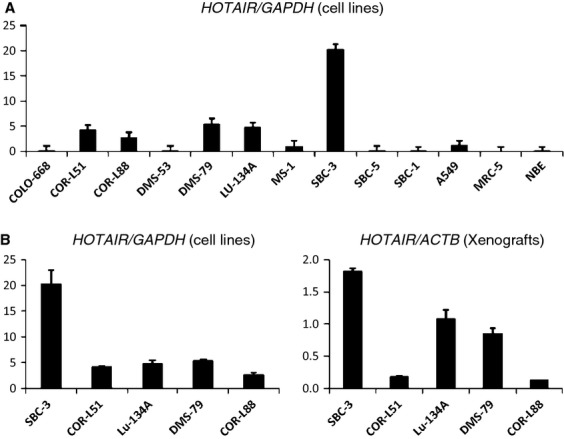
Expression of *HOTAIR* in cell lines and xenografts of SCLC. (A) Relative expression levels normalized to *GAPDH*. The SBC-3 line showed particularly high expression. (B) Comparisons in five SCLC cell lines with higher expression than normal cells. For abbreviations, see text.

Consequently, we selected SBC-3 cells for further analyses. The SBC-3 line is an adherent cell line, others are not, and therefore RNAi was successful.

### Depletion of *HOTAIR* by siRNA leading to decreased proliferation and invasiveness

#1–3 siRNAs against *HOTAIR* gene and si*GFP* were conformed as described 8,9,14. All three siRNAs worked well and the gene expression was reduced significantly (Fig. 4A). In the proliferation experiments, however, depletion of *HOTAIR* by #1 si*HOTAIR* in SBC-3 cells dramatically decreased its proliferation ability whereas transfection of #2 or #3 si*HOTAIR* did not (Fig. 4B). Also, in the invasion assay, #1 si*HOTAIR* successfully reduced matrix invasiveness as compared with controls (si*GFP* transfection), whereas #2–3 siRNA did not (Fig. 4C).

**Figure 4:**
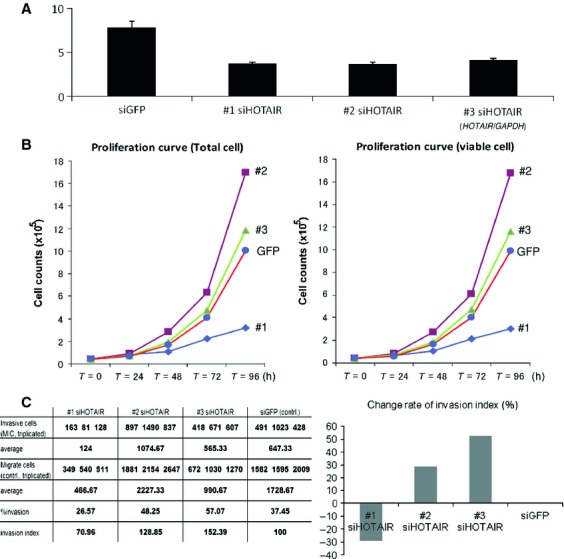
*HOTAIR* abundance, cellular proliferation and invasiveness in SBC-3 cells with transfection of siRNA and of siGFP. (A) The graph showed the *HOTAIR*/*GAPDH* ratio. #1–3 si*HOTAIR*s successfully reduced the expression levels. (B), #1 si*HOTAIR*-transfected cells reduced their ability of proliferation after 72 h, although #2, #3 si*HORAIR* did not reduce. (C) Invasiveness was assessed by % invasion and invasion index according to manufactures' protocol. In #1 si*HOTAIR*-transfected cells, almost 30% reduction of matrigel invasiveness was seen, whereas #2 and #3 si*HOTAIR* did not reduce invasiveness.

### Gene ontology analysis in si*HOTAIR*-transfected cells

We tested whether *HOTAIR* depletion by siRNA affected the pattern of gene transcriptions, especially in genes related to proliferation and invasiveness targeted by si*HOTAIR*. 

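Gene expression was measured in SBC-3 cells, an adherent SCLC cell line, transfected with #1 siHOTAIR or with siGFP, an siRNA against green fluorescent protein that served as the control. The methods give 20 nmol/L of siRNA for transfection, and the paper's text does not give the time between transfection and RNA extraction for the arrays. Each RNA was labelled with Cy3 and hybridized to 1 Agilent array, so there was 1 array per condition and no replicate of either. The number of arrays limits the precision of every value, and no P-value between the conditions was computed. The authors deposited the scanner software's output for each array, in which the processed signal of a spot is its intensity after subtraction of the background and correction of trends across the slide, without normalization between the arrays. Each array held 62976 spots, of which 58717 were not controls. The software marked 393 of these spots as outliers on the #1 siHOTAIR array and 375 on the siGFP array, and none as saturated. Without the outlier spots, 42402 probes were measured on both arrays. The 75th percentile of the processed signal was 650.3 in #1 siHOTAIR-transfected cells and 629.9 in siGFP-transfected cells, and the software called 55.5% and 58.3% of the spots well above background. Each log2 signal was set against the 75th percentile of its array, and the spots of a probe were averaged. A probe was called well above background on an array when at least 50% of its spots were. Of all probes, 24117 were well above background on at least 1 array and were compared, 21428 of them on both arrays. For a probe well above background on 1 array only, the other signal was raised to the lowest signal of any spot well above background on that array, 37.3 for #1 siHOTAIR and 28.6 for siGFP, or kept at its own level if that was higher, and the fold change is given as a lower bound with the words at least. No fold change is given for a probe well above background on neither array. Gene names came from matching the accession of each probe to a table of the GRCh38.p14 assembly, which named 58.5% of the probes and 19061 genes, so probes without a match carry no name here. Where a gene had several probes, each one is given or the one with the highest mean signal was used. Among probes with 10 spots, the median SD of the spots on the log2 scale was 0.05 on both arrays for the brightest probes, and 0.19 on the #1 siHOTAIR array and 0.29 on the siGFP array for the dimmest. This SD covers measurement error within an array and not the difference between cultures.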

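HOTAIR had 1 probe with a matched name, with 1 spot, which was well above background on both arrays. Probes without a matched name were not read as HOTAIR. Its signal was 108 in #1 siHOTAIR-transfected cells and 244 in siGFP-transfected cells, a log2 ratio of -1.22 after scaling, so its expression was 57.2% lower. The spread of repeated spots at these signals gives this ratio an SD of 0.18 for measurement error, and the scanner software's own error estimate gives 0.24. The decrease exceeded both, but the first is a median over probes with 10 spots and leaves out single spots read wrongly. Among 7317 probes with 2 spots, the pair differed at least 2-fold within 1 array in 122 on the #1 siHOTAIR array and in 109 on the siGFP array, and HOTAIR had no second spot to check against. The setting that moved the ratio most was the signal without background correction, which gave -0.73. Of the reference genes for qRT-PCR, ACTB had a log2 ratio of -0.05 by a probe with 10 spots and -0.02 by a probe with 2 spots. GAPDH had a log2 ratio of -7.9e-05 by a probe with 9 spots. The direction of these small differences depended on the scaling. With scaling to the spike-in RNA they were 0.09, 0.12 and, for GAPDH, 0.14 on the log2 scale.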

We succeeded in the transfection experiments using the SBC-3 cell line and subsequently performed gene expression analysis. Raw data of two samples (#1 si*HOTAIR*-transfected cells and si*GFP*-transfected cells) were deposited in the GEO database (GSE43877). 

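At a change of at least 2-fold, 795 probes were higher and 989 were lower in #1 siHOTAIR-transfected cells than in siGFP-transfected cells, 7.40% of the probes compared. They belonged to 993 named genes, of which 443 had a higher and 553 a lower probe. Of the 1784 changed probes, 650 were well above background on both arrays, and 1134 were so on 1 array only. Among compared probes whose mean signal was more than 4 log2 units below the 75th percentile, 44.2% changed at least 2-fold. Among probes more than 2 log2 units above it, 0.875% did. The lowest signals well above background lay at -4.13 for #1 siHOTAIR and -4.46 for siGFP on this scale. At the dimmest level the filter itself therefore favours probes that are lower on the other array, and the 44.2% is in part built in. Among the settings chosen before the data were examined, the signal without background correction gave the lowest counts, 173 higher and 154 lower, and the threshold of 1.5-fold the highest, 2050 higher and 2348 lower. Probes with 2 spots show how often measurement error reaches 2-fold within 1 array. Among 7317 such probes, the pair of spots differed at least 2-fold in 122 on the #1 siHOTAIR array and in 109 on the siGFP array, whereas the first spots differed between the arrays in 343 and the second spots in 249.
Table S3 lists 110 fold changes, 68 upward and 42 downward, for 108 different genes, and a named probe was found for 107 of the 110. The paper's fold changes were set beside the ratio of the scaled signals of the probe of each gene with the largest change in the listed direction, signals below background included. For 98 of the 107, the paper's value was within 0.05 on the log2 scale of the ratio here, after a common shift of -0.03. Of these 98 probes, 18 were well above background on both arrays, 35 on 1 array and 45 on neither. By the probe of each gene with the highest mean signal, 68 of the genes were well above background on at least 1 array, and 44 of them changed at least 2-fold in the listed direction, with dim signals at their own level. The genes of Table S3 were chosen from these same arrays, so their direction here is not independent evidence. The P-value threshold of the methods could not be applied to 1 array per condition.

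**Figure D1:**
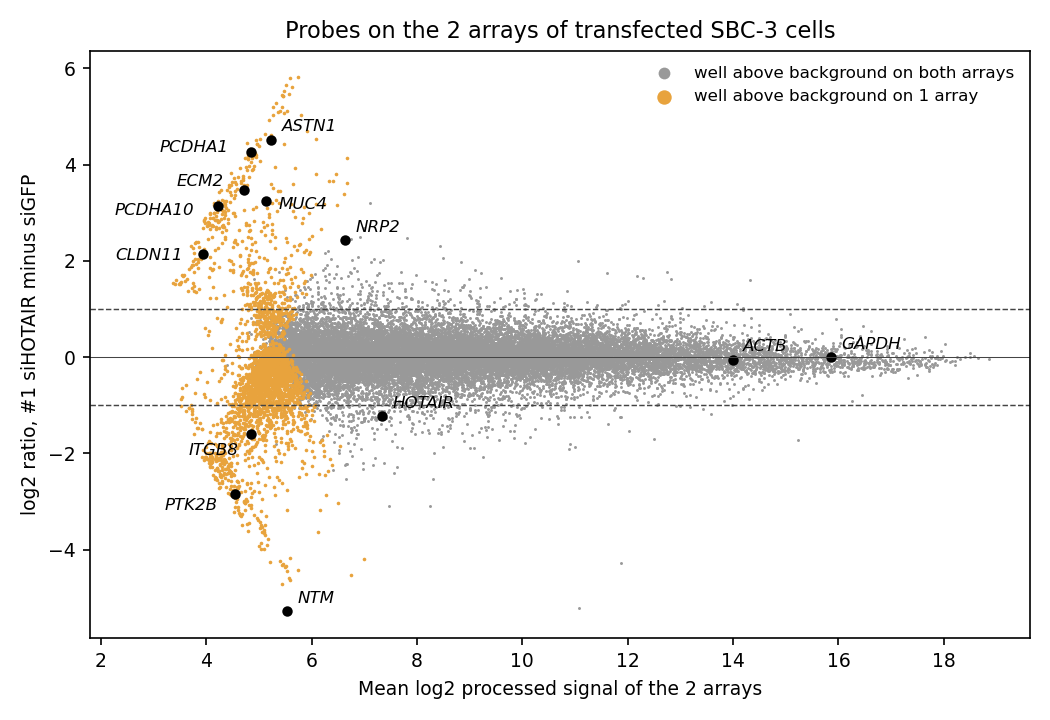
Log2 ratio of #1 siHOTAIR-transfected to siGFP-transfected cells on the vertical axis against the mean log2 processed signal of both arrays on the horizontal axis for the 24117 probes compared, with dim signals at their own level. Grey points are probes well above background on both arrays, orange points are probes so on 1 array only, black points are genes named in the text, each by the probe with the largest change where it had several and only where well above background, and dashed lines mark 2-fold. The spread of the ratios is widest at low signals, where most orange points lie.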

We identified significantly altered 110 genes. Ontology analyses demonstrated that many of these genes were related to cell adhesion, proliferation, and mucin formation.

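The ontology annotation was not used here, and gene families were defined by their symbols before the data were examined. Each share of probes changed at least 2-fold was set among 10000 random lists of probes matched on mean signal, as a description of these 2 arrays. This mean held dim signals at their own level. A change down to background therefore lowers it and matches the probe to dim probes, where changes were frequent. The percentiles may for that reason understate an excess of changes in a family. Of the 18 protocadherin probes well above background on at least 1 array, 4 changed, or 22.2% with a 95% Wilson interval of 9.00% to 45.2%, at percentile 70.9 of the random lists. None of the 10 cadherin probes changed, at percentile 15.8, and the Wilson interval reached 27.8%. The claudins had 2 of 12 probes changed, or 16.7%, at percentile 49.8. The mucins had 1 of 9, or 11.1%, at percentile 56.1, and the integrins 2 of 21, or 9.52%, at percentile 48.1. The collagens had 4 of 26, or 15.4%, at percentile 96.5, the highest of these families. The catenins had 1 of 13, or 7.69%, at percentile 54.4. The probes of a family were treated as independent in these intervals, which cover counting error only. In percentage points, the setting that moved a share most was the threshold of 1.5-fold, at which the share of collagens was 38.5%. Restricted to probes well above background on both arrays, the share of protocadherins, of claudins, of mucins and of catenins was 0%.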

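Of the genes of cell adhesion and mucin production, those with a named probe were read from 1 to 4 probes each. ASTN1 had 1 probe with 1 spot well above background in #1 siHOTAIR-transfected cells only, with a signal of 183 against 7.73 in siGFP-transfected cells, and was at least 6.20-fold higher. A second ASTN1 probe, for another transcript, had signals of 8.61 and 6.53 and was well above background on neither array. PCDHA1, with 1 spot, had signals of 129 and 6.51 and was at least 4.36-fold higher, and PCDHA10, with 1 spot, had 56.4 and 6.22 and was at least 1.91-fold higher. The spots of both protocadherins lay in rows 1 to 144 of the 384 rows of the array. These rows held 37.4% of the spots and 78.1% of the spots that read at least 4-fold higher in #1 siHOTAIR-transfected cells. The changed spots of HOTAIR, ASTN1, ECM2 and NTM, in rows 266, 305, 271 and 178, lay outside them. So did both spots of the MUC4 probe with 2 spots, in rows 285 and 345. The CLDN11 probe had 2 spots, which differed on the #1 siHOTAIR array. The spot in row 26 had a signal of 112 against 6.88 and the spot in row 215 had 9.50 against 7.37, so the bound for the averaged probe was at least 1.11-fold. MUC5AC had no probe with a matched name. MUC4 had 4 probes. On 3 of them, well above background on both arrays, the log2 ratio was -0.02, 0.05 and -0.03, within the measurement SD of 0.13. The fourth, with 2 spots, had signals of 106 and 113 in #1 siHOTAIR-transfected cells against 18.1 and 6.97 in siGFP-transfected cells, and was at least 3.71-fold higher. The bound for ASTN1 is 2.63 on the log2 scale. The setting that moved this bound most was the signal without background correction, with which it was at least 1.06.

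**Figure D2:**
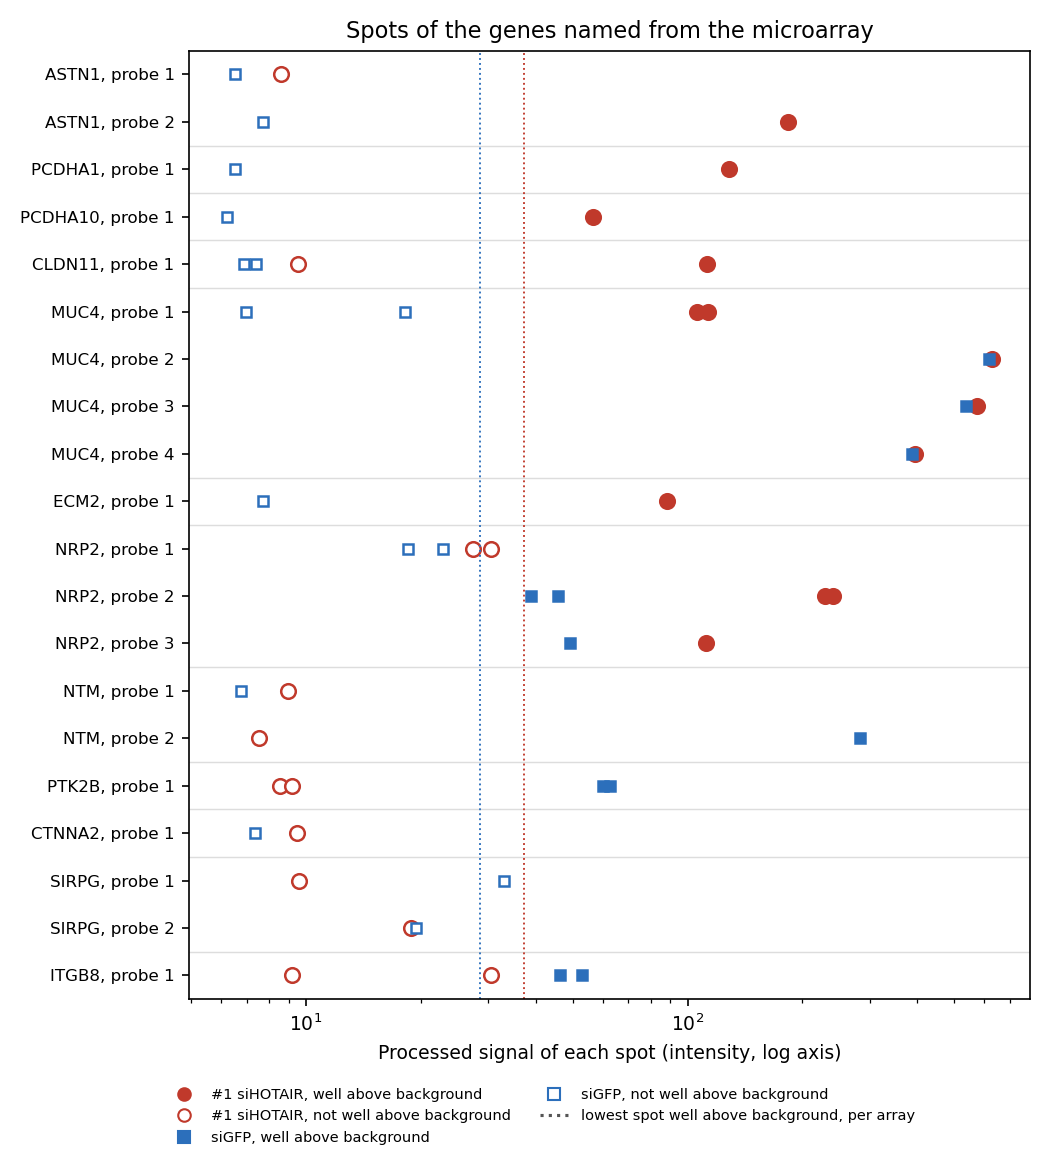
Processed signal of each spot of the genes named in the text, in #1 siHOTAIR-transfected and siGFP-transfected cells, on a log axis, with circles for #1 siHOTAIR and squares for siGFP. Filled points were well above background, open points were not, and the dotted lines mark the lowest signal well above background on each array, 37.3 and 28.6.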

Among the upregulated genes, there were those related to cell adhesion such as *ASTN1* (*astrotactin 1*), *PCDHA1* and *10* (*protocadherin-alpha* [*Pcdha*] 1 and 10), and *CLDN11* (*Claudin-11*), and genes involved in mucin production including *MUC5AC* and *MUC4*. In addition, *ECM2*, coding an extracellular matrix protein, and *NRP2*, coding a transmembrane protein interacting with vascular endothelial growth factor, were among the top 15 upregulated genes (Table S3). 

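ECM2 had 1 probe with 1 spot, well above background in #1 siHOTAIR-transfected cells only, with a signal of 88.6 against 7.72, and was at least 3.00-fold higher. NRP2 was measured on both arrays by 2 of its 3 probes. The probe with 2 spots had a mean signal of 235 against 42.2, a log2 ratio of 2.43 or a 5.39-fold increase, and its spots gave 2.52 and 2.35. This difference exceeded the measurement SD of 0.19, and both spots lay in rows 1 to 144. The probe with 1 spot, in row 316, had a signal of 112 against 49.3 and a log2 ratio of 1.14, a 2.20-fold increase, with a measurement SD of 0.30. The remaining probe, for another transcript, was well above background on neither array.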

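NTM had 1 probe with 1 spot, well above background in siGFP-transfected cells only, with a signal of 7.53 in #1 siHOTAIR-transfected cells against 283, and was at least 7.84-fold lower. A second NTM probe had signals of 8.95 and 6.76 and was well above background on neither array. PTK2B had 1 probe with 2 spots, in rows 14 and 20 of the array. Both spots were well above background in siGFP-transfected cells only, with signals of 8.55 against 62.7 and of 9.19 against 60.2, and the probe was at least 1.70-fold lower. CTNNA2 had 1 probe with 1 spot and signals of 9.47 in #1 siHOTAIR-transfected cells and 7.34 in siGFP-transfected cells, well above background on neither array, so no fold change can be given for it.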

The top 15 downregulated genes include *NTM*, neurotrimin, encoding a protein that may promote neurite outgrowth and adhesion, *PTK2B*, *protein tyrosine kinase* 2 *beta* (also known as *Pyk2*), which functions in the activation of MAPK signaling pathways, and *CTNNA2*, catenin (*cadherin-associated protein*) *alpha* 2, expression of which is important for maintaining a subset of neurons. In addition, *SIRPG* (*signal regulatory protein gamma*), a member of the immunoglobulin superfamily, known to be involved in the negative regulation of receptor tyrosine kinase-coupled signaling processes, and *ITGB8* (*Integrin beta-8*), coding a member of the integrin beta chain family, are downregulated. 

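SIRPG had 2 probes with 1 spot each, and neither was well above background on either array. One had signals of 9.57 in #1 siHOTAIR-transfected cells and 33.1 in siGFP-transfected cells, and the other 18.9 and 19.4, so no fold change can be given. ITGB8 had 1 probe with 2 spots, both well above background in siGFP-transfected cells only. The spot in row 74 had a signal of 30.5 against 46.2 and the spot in row 184 had 9.21 against 52.8, and the averaged probe was at least 1.37-fold lower.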

Generally, integrin complexes mediate cell–cell and cell–extracellular matrix interactions and play a role in human airway epithelial proliferation.

## Discussion

Among lincRNAs, *HOTAIR* is one of the most remarkable because of its relevance to metastases in common cancers such as breast and colon cancers. Here, we first demonstrated that *HOTAIR* was expressed in pure SCLC and higher expression was significantly related to lymphatic invasion and relapse. Multivariate analyses demonstrated that *HOTAIR* expression correlated with RFS. In vitro experiments demonstrated that half of SCLC cell lines expressed *HOTAIR* at higher levels than normal cells and that, using SBC-3 cells, knockdown of *HOTAIR* decreased proliferative activity and cellular invasiveness with altered expression of cell adhesion-related genes.

Accumulating reports suggest that *HOTAIR* is related to poorer prognosis of tumors. Several studies have shown a relationship between high *HOTAIR* expression and the poorer prognosis of diverse cancers 14–22, but there are few studies that reveal the importance of *Hox*-related genes and/or *HOTAIR* in SCLC because of the scarcity of fresh tissue samples. In fact, almost all evidence obtained for alterations of expression in *Hox-*related genes in SCLC to date was based on cell lines and their xenografts 26–29. To our knowledge, this is the first report on *HOTAIR* expression in primary SCLC tissues. In particular, we have shown that *HOTAIR* expression is significantly higher in SCLC tumors than normal tissues, considering induction chemotherapy (Fig. 1D), and that high expression of *HOTAIR* is relevant for relapse of SCLC. This tumor type is special for lung cancer, but proved to share similar characteristics of *HOTAIR*-related cellular regulations with ordinary carcinomas including those of breast and colon. Furthermore, our knockdown experiments of *HOTAIR* demonstrated that its depletion in SBC-3 cells caused altered expression of genes involved in neural cell adhesion, proliferation, and mucin formation although the findings are based on one cell line.

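For proliferation, a list of 30 cell cycle genes written before the data were examined was read from the same arrays. All 30 genes were well above background on both arrays, and none changed at least 2-fold. Their median log2 ratio was 0.12, at percentile 95.1 of 10000 random lists of genes matched on mean signal, the central 95% of which ran from -0.10 to 0.13. The median was above 0 under every scaling and was 0.26 with scaling to the spike-in RNA. The ratio was above 0 for 18 of the 30 genes. It ran from -0.38 for CDK1 to 0.74 for MKI67, which was read from a single spot.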

It is interesting, although not surprising, that *HOTAIR* correlates with SCLC proliferation and invasion with expression of genes implicated in cell adhesion and mucin production. In fact, depletion of *HOTAIR* upregulates genes implicated with cellular adhesion and mucin production including *ASTN1*, *PCDHA1*, and *MUC5AC*. The roles of each of these genes have been elucidated to some extant: *ASTN1*, is required for appropriate and timely migration of cerebellar granule cells 30; *PCDHA1* belongs to the cadherin superfamily and mediate the formation and maintenance of specific synaptic connections 31; *MUC5AC*, whose expression of protein and mRNA is significantly decreased in gastric cancer tissue 32. On the other hand, the depletion of *HOTAIR* downregulates some genes implicated in tumor invasion and proliferation; *NTM* is expressed in fetal brain at higher levels than that in mature brain and is more highly expressed in nervous tumors than that in normal brain tissues 33; *PTK2B* mediates cell proliferation and invasiveness in HCC cells by upregulation of the *c-Src* and ERK/MAPK-signaling pathway, and is related to progression and metastasis in breast cancer, together with focal adhesion kinase 34,35. 

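Changes of at least 10-fold between the arrays, counted with signals below background at their own level, were found mostly among probes with a single spot. Of 18393 probes compared with 1 spot, 94 were at least 10-fold higher in #1 siHOTAIR-transfected cells and 41 at least 10-fold lower. Of 5039 probes with 2 spots, 1 was higher and 0 were lower, and of 685 probes with 10 spots there were 0. The share of probes changed at least 4-fold was 2.65% with 1 spot, 0.913% with 2 spots and 0.292% with 10 spots. A difference of at least 10-fold between both spots of a probe also occurred within 1 array, in 23 probes on the #1 siHOTAIR array and 11 on the siGFP array, where the first spots of the same probes differed that much between the arrays in 31 and the second spots in 7. ASTN1, PCDHA1 and NTM were each changed on a probe with 1 spot whose other signal was below the limit for well above background. For these genes the arrays give lower bounds, which lie under 10-fold and do not exclude a change of 10-fold or more. With signals below background at their own level, the ratios were 23.0 and 19.2 upward and 38.8 downward.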

Genes with fold change values of 10 or more were including genes mainly relevant to neural development (*ASTN1*, *PCDHA1*, *MUC5AC*, and *NTM*). Our data suggest that *HOTAIR* mainly regulates the expression of genes related to neural development in SCLC cells.

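The paper states this proposal after the genes with fold changes of 10 or more, among which it names genes mainly relevant to neural development. Neuronal genes as a group were read from a list of 22 genes repressed by REST, a partner of HOTAIR named in the paper's introduction, written before the data were examined. Of these, 13 were well above background on at least 1 array, with a median log2 ratio of 0.46, above 0 under every scaling, and 12 of the 13 were above 0. This was percentile 99.94 of the random lists matched on signal, whose central 95% ran from -0.27 to 0.27. With genes well above background on 1 array only at their bound, the median was 0.39. None of the 13 genes is in Table S3. The largest increases measured on both arrays were those of VGF, with a log2 ratio of 1.78, KCNC1 with 1.19 and TUBB3 with 0.98. KCNC1 was read from 1 spot, which lay in the first 144 rows, as did 1 of the 2 spots of VGF and of TUBB3. CHGA was at least 2.44-fold higher. Of 12 neuroendocrine markers of SCLC, 5 were well above background on at least 1 array, with a median of 0.21 at percentile 83.9. Among those measured on both arrays this median was -0.36.

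**Figure D3:**
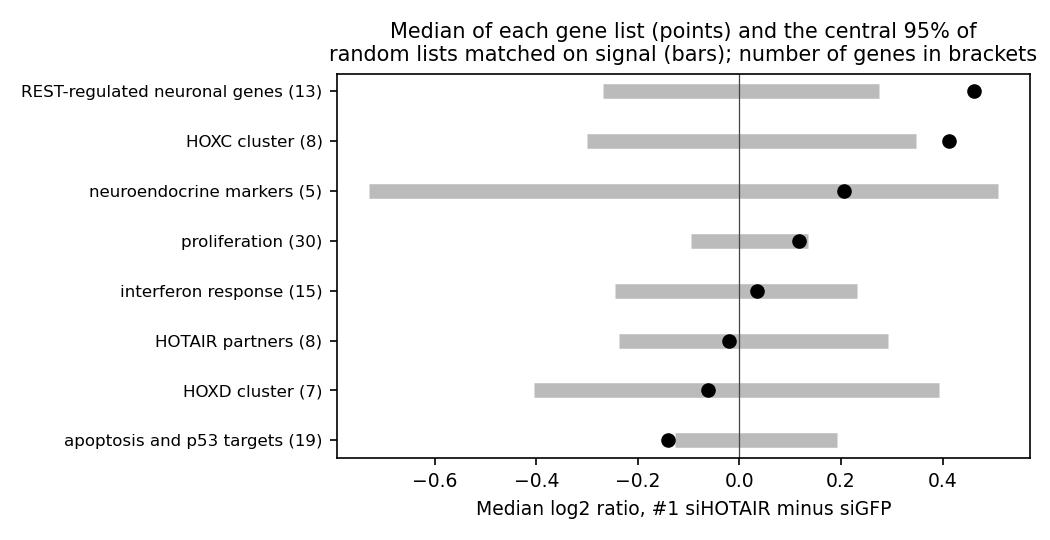
Median log2 ratio of #1 siHOTAIR-transfected to siGFP-transfected cells for 8 gene lists, with the number of genes well above background on at least 1 array. Points are the medians of the lists and bars the central 95% of 10000 random lists matched on mean signal. The points of the REST-regulated neuronal genes, at 0.46, and of the HOXC cluster, at 0.41, lie above their bars. The point of the apoptosis and p53 targets, at -0.14, lies below its bar. Scaling to the spike-in RNA, with which this median is 0.0037, adds the same amount to every gene and so moves points and bars alike.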

Possible limitations of our analysis and interpretation are as follows: First, our analyses were based on surgically resectable cases representing a very minor population. In fact, several reports indicated that patients with surgically resectable SCLC had much better prognosis and showed 5-year survival rate 30–70% 36–38, and we were not able to show significantly different survival between the groups with low- and high-*HOTAIR* expression (Fig. 2B and C). However, if we only used material from inoperable cases, in other words, the majority of SCLC patients, almost all patients were of extended disease, and as a result, we had almost no patients with good prognosis. Certainly, we need more cases with good prognosis to obtain significant difference of prognosis between low- and high-*HOTAIR* groups. Second, we succeeded in RNAi experiments using only the SBC-3 cells. As mentioned above, the SBC-3 cell line was established from a bone metastasis and not from a primary site. It is known that *HOTAIR* expression in metastatic sites was higher than in primary sites for breast cancer 14. Possibly, high expression in the SBC-3 cells may be due to its metastatic nature, rather than its neuroendocrine nature. Further analysis using other cell lines is warranted although RNAi experiments will be a challenge.

Finally, although the knockdown efficacy was similar in #1–3 si*HOTAIRs*, suppression of cell proliferation and invasion were induced only by #1 si*HOTAIR*. This might be because the time to onset of gene silencing only by #1 siRNA was appropriate, and because the sequence conditions of the three siRNAs were different. In particular for the latter point, following four sequence conditions were suggested to give rise to highly effective RNAi in mammalian cells 39,40: (1) the 5′ antisense-strand (AS) end, A or U; (2) the 5′ sense-strand (SS) end, G or C; (3) the 5′-terminal one third of AS, A/U-rich; and (4) a long G/C stretch, absent from the 5′-terminal two thirds of SS. Considering these conditions as compared among #1–3 si*HOTAIRs*, only #1 si*HOTAIR* met the four conditions at the same time.

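The antisense strand of #1 siHOTAIR reads UCUCUCUGUACUCCCGUUCUU and its sense strand GAACGGGAGUACAGAGAGAUU, both from the 5′ end. Its antisense strand begins with U and its sense strand with G. Of the first 7 antisense bases, 4 are A or U, and the longest run of G and C in the first 14 sense bases is 4. The antisense strand of #2 siHOTAIR also begins with U and its sense strand with C, with 3 of 7 bases A or U and a longest run of 5. The antisense strand of #3 siHOTAIR begins with C and its sense strand with U, with 3 of 7 bases A or U and a longest run of 2. The arrays covered #1 siHOTAIR only.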

si*HOTAIR* may represent a new therapeutic target for SCLC, in particular, of its metastatic phase. Although several kinds of pharmaceutical agents are available for SCLC treatment, *HOTAIR* therapy may be useful after the development of multidrug resistance. However, we have to bear in mind that biological, pathological, and clinical evidence for SCLC on *HOTAIR* is very limited and that our knowledge of homeobox genes, the target genes of *HOTAIR*, is very sparse. Further analysis of *HOTAIR* expression in systemic tissues of both adults and fetuses followed by further cell line experiments and in vivo analyses on tissue effects by siRNA administration using a more number of siRNA will be required.

# Supplementary material for: Long noncoding RNA HOTAIR is relevant to cellular proliferation, invasiveness, and clinical relapse in small-cell lung cancer
**Source:** Cancer Med. 2014 Mar 3;3(3):632–42. doi: 10.1002/cam4.220
**Supplement:** Supplementary file 1 — Table S1. Primer sequences of RT-PCR for HOTAIR quantification as well as GAPDH and ACTB as controls. Also, primers for RNAi experiments are shown. Table S2. Univariate and multivariate analysis of DSS and RFS/DFS. Table S3.HOTAIR expression mainly associated with genes contributes to cell adhesion.

**Table S1.** Primer sequences of RT-PCR for *HOTAIR* quantification as well as GAPDH and ACTB as controls. Also, primers for RNAi experiments are shown.

*HOTAIR* primers

*HOTAIR* (F): 5’-GGTAGAAAAAGCAACCACGAAGC-3’

*HOTAIR* (R): 5’-ACATAAACCTCTGTCTGTGAGTGCC-3’

*GAPDH* (F): 5’-CCGGGAAACTGTGGCGTGATGG-3’

*GAPDH* (R): 5’-AGGTGGAGGAGTGGGTGTCGCTGTT-3’

*ACTB* (F): 5’-AGAAAATCTGGCACCACACC-3’

*ACTB* (R): 5’-AGAGGCGTACAGGGATAGCA-3’

siRNAs targeting *HOTAIR* and *GFP*

#1 si*HOTAIR*,

sense: 5’-GAACGGGAGUACAGAGAGAUU-3’

antisense: 3’-UUCUUGCCCUCAUGUCUCUCU-5’

#2 si*HOTAIR*,

sense: 5’-CCACAUGAACGCCCAGAGAUU-3’

antisense: 3’-UUGGUGUACUUGCGGGUCUCU-5’

#3 si*HOTAIR*,

sense: 5’-UAACAAGACCAGAGAGCUGUU-3’

antisense: 3’-UUAUUGUUCUGGUCUCUCGAC-5’

si*GFP*

sense: 5’-CUACAACAGCCACAACGUCdTdT-3’

antisense: 3’-TTGAUGUUGUCGGUGUUGCAG-5’

**Table S2.** Univariate and multivariate analysis of DSS and RFS / DFS.

**Table S3.** *HOTAIR* expression mainly associated with genes contributes to cell

adhesion.

(abs), absolute value

| Table S3B |  |  |
| --- | --- | --- |
| down regulated genes [#1siHOTAIR/siGFP, p=0.1, Fold change≥2] | |  |
| **GeneSymbol** | **GeneName** | **Fold change(abs)** |
| NTM | Neurotrimin | 39.6 |
| PTK2B | PTK2B protein tyrosine kinase 2 beta | 7.30 |
| AMTN | Amelotin | 6.51 |
| COL14A1 | collagen, type XIV, alpha 1 | 4.82 |
| CTNNA2 | catenin (cadherin-associated protein), alpha 2 | 4.49 |
| DEFB118 | defensin, beta 118 | 4.07 |
| IGFBP7 | insulin-like growth factor binding protein 7 | 3.79 |
| PCDHGC4 | protocadherin gamma subfamily C, 4 | 3.78 |
| CTNNA3 | catenin (cadherin-associated protein), alpha 3 | 3.65 |
| SIRPG | signal-regulatory protein gamma | 3.64 |
| PCDHGB4 | protocadherin gamma subfamily B, 4 | 3.61 |
| CLDN10 | claudin 10 | 3.47 |
| CDH10 | cadherin 10, type 2 (T2-cadherin) | 3.32 |
| ARVCF | armadillo repeat gene deleted in velocardiofacial syndrome | 3.17 |
| ITGB8 | integrin, beta 8 | 3.10 |
| SDK2 | sidekick homolog 2 (chicken) | 3.10 |
| OPCML | opioid binding protein/cell adhesion molecule-like | 2.80 |
| CCL4 | chemokine (C-C motif) ligand 4 | 2.70 |
| SPACA4 | sperm acrosome associated 4 | 2.69 |
| FERMT3 | fermitin family member 3 | 2.66 |
| NELL2 | NEL-like 2 (chicken) | 2.52 |
| FN1 | fibronectin 1 | 2.51 |
| FAT4 | FAT tumor suppressor homolog 4 (Drosophila) | 2.50 |
| PKP1 | plakophilin 1 (ectodermal dysplasia/skin fragility syndrome) | 2.44 |
| KITLG | KIT ligand | 2.42 |
| FER | fer (fps/fes related) tyrosine kinase | 2.39 |
| PCDH11Y | protocadherin 11 Y-linked | 2.38 |
| PCDH11X | protocadherin 11 X-linked | 2.38 |
| CNTNAP3 | contactin associated protein-like 3 | 2.32 |
| FBLN5 | fibulin 5 | 2.17 |
| PDPN | Podoplanin | 2.16 |
| CD24 | CD24 molecule | 2.15 |
| COL9A1 | collagen, type IX, alpha 1 | 2.14 |
| DSC3 | desmocollin 3 | 2.13 |
| ITGB2 | integrin, beta 2 (complement component 3 receptor 3 and 4 subunit) | 2.11 |
| BTBD9 | BTB (POZ) domain containing 9 | 2.09 |
| CDHR4 | cadherin-related family member 4 | 2.09 |
| COL28A1 | collagen, type XXVIII, alpha 1 | 2.07 |
| THBS3 | thrombospondin 3 | 2.05 |
| PARVG | parvin, gamma | 2.05 |
| AMIGO2 | adhesion molecule with Ig-like domain 2 | 2.01 |
| ARHGAP5 | Rho GTPase activating protein 5 | 2.00 |

(abs), absolute value

How the deposited data were processed for this re-analysis (not part of the article)

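Gene expression was measured on 2 one-colour Agilent arrays, 1 of #1 siHOTAIR-transfected and 1 of siGFP-transfected SBC-3 cells. The conditions were taken from the sample labels and the paper's methods. With 1 array per condition there was no replicate, and no test between the conditions and no P-value was computed. The array and the culture cannot be told apart from the siRNA.

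The authors labelled RNA with Cy3, hybridized it, scanned the arrays and extracted the spots with Feature Extraction 10.10.1.1. The deposited processed signal is an intensity from which the software subtracted the background and removed trends across the slide, with very low signals replaced by a surrogate value, and it was not normalized between the arrays. The authors deposited a value table of the series as well, whose intensity was checked spot by spot and equals the background-subtracted signal of the scanner output (largest difference 0). The methods name GeneSpring GX 12, a 2-fold change, a P-value threshold and gene ontology analysis. The P-value and ontology steps could not be repeated from the files.

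From there, each log2 processed signal was set against the 75th percentile of its array over spots that are not controls. Spots marked as outliers were left out on the array concerned, and the remaining spots of a probe were averaged on the log2 scale. A probe was compared when at least 50% of its spots were well above background on at least 1 array. For a probe well above background on 1 array only, the dim side was raised to the lowest signal of a spot well above background on that array, or kept at its own level if higher. This definition of the bound was settled after values had been seen, in place of the lowest level of an averaged probe, and gives smaller folds. The counts of changed probes and the medians of lists use the dim signals at their own level unless a bound is named.

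Precision rests on signal over background. Signals were well above background for 52.1% of the probes on the #1 siHOTAIR array and 55.3% on the siGFP array. Probes well above background on neither array had a median signal of 9.34 and 7.32 and a median log2 ratio of 0.34, so ratios between such signals are offset. The SD of repeated spots was taken from probes with 10 spots at 6 levels of signal, and it covers measurement error within an array.

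The accessions of the probes were matched, without versions, to a table of gene names of the GRCh38.p14 assembly, which was used for names only. Matches were found for 96.8% of the probes with protein-coding NM_ and 85.4% of those with noncoding NR_ RefSeq accessions. Of the probes with RefSeq accessions beginning with XM_ or XR_, 1 of 1133 and 0 of 489 were matched. Named genes were fixed before the data were examined as every gene of the paper's microarray text, the genes of Table S3 as counts, the reference genes ACTB and GAPDH, the genes of the lists below, and the 5 genes with the largest rise and the 5 with the largest fall among probes well above background on both arrays. Genes in Table S3 that differ from the paper, and genes outside its microarray results with 2 spots that changed alike, were named after their values were seen.

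Gene families by symbol (protocadherins, cadherins, claudins, mucins, integrins, collagens and catenins) and gene lists (HOXD cluster, HOXC cluster, HOTAIR partners, proliferation, interferon response, REST-regulated neuronal genes, neuroendocrine markers, apoptosis and p53 targets, and Table S3) were written before the data were examined. Each was described by its percentile among 10000 random lists matched on mean signal in 20 bins, with intervals for shares by the Wilson method at 95%. The calling of changes and the percentiles were tested on simulated data for 42405 probes. The measurement error was Gaussian with a size set in advance, not drawn from the spread of the spots. All 200 probes given a 4-fold change were recovered (100%) and 0 others were called, and a list of 20 genes shifted by 1 on the log2 scale reached percentile 100, against 83.8 without a shift. The simulated error held no single bright spots, so this result does not cover them. The changed probes and the lists were picked above a set signal, so it does not cover the dimmest probes either.

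The alternatives were quantile normalization, the median of detected probes, scaling to the spike-in RNA, no scaling, normexp background correction with an offset of 50, the median signal without background correction, the series value table with a floor of 10, a stricter filter, no filter, thresholds of 1.5-fold and 3-fold, the median of a gene's probes, and dim signals at their bound. For normexp and for the uncorrected signal the median of the pixels of a spot was used in place of their mean. Alternatives added after seeing the data were the percentile over averaged probes, the requirement that every spot of probes with 2 or more spots changes, the probe with the largest change, and any probe of a gene. A search for matches to the siRNA seed in 3′ untranslated regions and an ontology analysis were not run, since transcript sequences and ontology terms were not used here. Probes without a matched name entered the counts of probes and no gene result.

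The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1, which was used for quantile normalization and normexp.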

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

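All tests in this part, and the choice of rows, folds and genes in it, were made after the results had been seen.

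The paper does not report on where changed spots lie on the arrays. Rows 1 to 144 of 384 held 37.4% of the spots but 78.1% of the 343 spots that read at least 4-fold higher in #1 siHOTAIR-transfected cells and 58.3% of the 357 that read at least 4-fold lower. The rate of such changes there was 3.44 times that in the other rows. The array holds probes with 10 spots, so a spot can be set against the others of its own probe on the same array. Of 336 spots that read at least 2-fold above the median of their own probe on 1 array, 63.4% lay in these rows (95% Wilson interval 58.1% to 68.4%), against 37.8% of all spots of such probes, and this held on the #1 siHOTAIR array with 70.1% and on the siGFP array with 57.5%. Single spots that read too bright in these rows on both arrays may therefore account for part of the pattern. Detected probes were not much more frequent there, with a ratio of 1.03, far from the ratio of changes. Spots that read at least 4-fold higher had a neighbour in the top 10% of signals in 11.4%, close to the 9.99% of other spots, which argues against light from neighbouring spots. Of the changed spots behind the genes of Table S3, 54.1% lay in these rows. No biological explanation was tested, since the place of a probe on the array has none in this design.

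Genes outside Table S3 and the paper's microarray text changed at least 2-fold in every one of 2 spots, on probes well above background on both arrays. The 5 largest increases were those of ATP2B4 with a log2 ratio of 2.08, MCPH1 with 2.05, CKB with 2.00, OPA3 with 1.81 and DNMT3B with 1.79, which the paper names in its introduction only. The 5 largest decreases were those of TUBA4A with -3.10, TAGLN with -2.53, ALB with -2.52, AFP with -2.42 and PRL with -2.35. These are larger than the measurement SD of each probe, the highest of which was 0.19. On the #1 siHOTAIR array, ALB had a signal of 42.8, with 1 of its 2 spots well above background, and PRL had 38.3. Both lie near 37.3, the lowest signal well above background there, so the size of their decreases is less certain. Both spots of MCPH1 and of DNMT3B, and 1 of the 2 spots of ATP2B4, TAGLN, AFP and PRL, lay in rows 1 to 144. Only TUBA4A, TAGLN and OPA3 among the 10 genes had another probe well above background. Of these 4 other probes, 75% changed at least 2-fold the same way, both of TUBA4A and the 1 of TAGLN, whereas that of OPA3 had a log2 ratio of -0.40. For the other 7 genes, a signal of 1 probe sequence alone cannot be told apart from a change of the gene, since no other probe measured it. Whether the siRNA or another difference between the cultures changed these genes was not tested, as there was 1 array per condition.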

How the results depend on the processing

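The percentile over averaged probes, the requirement on every spot, the probe with the largest change and any probe of a gene, as well as the definition of the bound, were chosen after seeing the data.

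The log2 ratio of HOTAIR kept its direction under all 8 alternatives, from -1.26 to -0.73. It fell short of a 2-fold decrease with normexp background correction, at -0.76, and with the signal without background correction, at -0.73. Both settings leave background light in the signal or add an offset, which draws the ratios of dim probes toward 0 by construction, in the results below as well.

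The counts of 795 probes higher and 989 lower stayed within 1.5 times under the other normalizations and the series value table. They fell to 227 and 187 with normexp and to 173 and 154 without background correction. Restricted to probes well above background on both arrays they were 321 and 329, and without a filter 1933 and 1866, by the number of dim probes included. A threshold of 1.5-fold gave 2050 and 2348, and one of 3-fold 377 and 411. With dim signals at their bound 561 were higher and 498 lower, so that more were higher than lower. Among probes with 2 or more spots, 5724 in all, 71 were higher and 92 lower in every spot. The share of higher among all changed probes was 44.6%, and it was 57.4% with scaling to the spike-in RNA (1039 higher and 770 lower), 54.8% with normexp, and 52.9% without background correction. Spike-in scaling moved the median log2 ratio of the probes compared from 0.01 to 0.16, so which direction prevails depends on the scaling, on the background correction and on how dim signals are counted.

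The number of Table S3 genes changed at least 2-fold in the listed direction, 44, became 9 with normexp, 7 without background correction, 14 with probes well above background on both arrays, 20 with dim signals at their bound, 23 at 3-fold and 73 without a filter. It stayed between 42 and 51 under the others.

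The share of changed protocadherin probes fell from 22.2% to 5.56% without background correction. With probes well above background on both arrays, the share was 0% for protocadherins, claudins, mucins and catenins. It was 0% for claudins, integrins and catenins with normexp, and 0% for claudins, mucins, integrins and catenins without background correction. By the median of a gene's probes the share of mucins was 0%, as 3 of the 4 MUC4 probes did not change. For collagens it was 3.85% with normexp, without background correction and at 3-fold, and 38.5% at 1.5-fold. Thresholds and filters change the number of probes by construction, and normexp and the uncorrected signal draw the ratios of dim probes toward 0, as above. Whether this accounts for all of the fall in the shares was not tested.

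Scaling to the spike-in RNA raised all medians of lists by a common shift, to 0.26 for proliferation, 0.18 for interferon response, 0.60 for REST-regulated neuronal genes and 0.40 for Table S3. It reversed the median of apoptosis and p53 targets from -0.14 to 0.0037. As the shift is the same for every gene, it leaves the position of a list among random lists unchanged, and a change of sign under it says nothing about a single list. The median of Table S3 was 0.17 without background correction, and that of the HOXD cluster 0.27 without a filter, which adds probes near background. The median of the REST-regulated neuronal genes kept its direction under all 11 alternatives, from 0.36 to 0.60.

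Of the named genes, ASTN1, PCDHA1, PCDHA10, ECM2, NRP2, NTM, PTK2B and ITGB8 kept their direction wherever a value could be given. CLDN11 had a log2 bound of 0 with the series value table, and MUC4 was near 0 by its brightest probe, with a sign that changed with the scaling, and at least 1.89 by the probe with the largest change. With probes well above background on both arrays only NRP2 and MUC4 of the genes named beside HOTAIR had a value, since the others were dim on 1 array. The log2 ratio of NRP2 was 1.25 without background correction and 1.78 by the median of its probes.

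No paired analysis was possible because there was 1 array per condition. For the same reason the slide could not be entered as a block, and that alternative was not run. The alternatives on the siRNA seed, anywhere in the transcript or with a 6-base match, were not run either, as transcript sequences were not used here. Signal over background limits the size of the folds, since 1134 of the 1784 changed probes were well above background on 1 array only.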

Differences from the paper's values

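No test in this part was chosen after seeing the results, but the comparison by the probe with the largest change and by any probe of a gene was.

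The paper gives 110 altered genes, and 993 named genes had a probe changed at least 2-fold here. The paper's number also rests on a P-value threshold and on gene ontology analysis, which could not be repeated. None of the alternatives set before the data were examined reached it. The number was 996 with quantile normalization, 994 with the median of detected probes, 1025 with spike-in scaling, 994 without scaling, 997 with the series value table, 242 with normexp, 193 without background correction, 429 with probes well above background on both arrays, 1769 without a filter, 2652 at 1.5-fold, 400 at 3-fold and 610 with dim signals at their bound.

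Fold changes of the paper's Table S3 were on the scale of the ratios here, since 98 of 107 matched within 0.05 on the log2 scale after a shift of -0.03. Of the others, 4 differed on probes well above background on both arrays. For PXN the paper gives 3.74 and the fold change in the listed direction here was 1.29. For PTPRS the paper gives 2.56 against 1.25 here, for HSPB11, now named IFT25, 2.15 against 0.734, and for THBS3 2.05 against 0.859, where a value under 1 is a change in the other direction. These 4 differed under every alternative set before the data were examined that gave a value. For CNTNAP3 the paper gives 2.32 and the bound here was at least 1.41-fold in the listed direction, on a probe well above background in siGFP-transfected cells only, which is no difference by this comparison. Of its 3 other probes measured, 2 had log2 ratios of 0.52 and 0.49, in the other direction. Probes without a matched name were not searched for these genes.

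The paper lists CTNNA2 as lower, and its probe was well above background on neither array here, with a signal of 9.47 in #1 siHOTAIR-transfected and 7.34 in siGFP-transfected cells. The paper lists SIRPG as lower, and neither of its probes was well above background on either array. Without a filter, the probe of SIRPG with the largest change, a choice made after seeing the values, was lower by the paper's fold within the tolerance. The paper lists MUC5AC as higher, and no probe with its name was found, as for AGT and FREM3. NID2, AMICA1 and ITGB2, which the paper lists as changed, were well above background on neither array. The paper lists MUC4 as higher, and 3 of its 4 probes did not change, while the fourth was at least 3.71-fold higher, which the alternative of the largest change also calls. The paper places ASTN1, PCDHA1 and NTM at 10-fold or more, and the bounds here are at least 6.20-fold, at least 4.36-fold and at least 7.84-fold, which do not exclude the paper's values. CLDN11, PCDHA10, PTK2B and ITGB8, which the paper lists as changed, had bounds under 2-fold, at least 1.11, 1.91, 1.70 and 1.37. Counted from their own signals without a bound, as in the main setting of the counts, each passed 2-fold in the paper's direction.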

Other observations

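The tests on the REST-regulated neuronal genes and on single spots of a probe were chosen after the results had been seen, as were the counting of a gene's second probe in Table S3 among its other probes and the reading of shares and medians within the range of chance as undecided, while the other tests were set before the data were examined.

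Of the 98 entries of Table S3 whose fold change was found here, 81.6% rest on a probe that was not well above background on both arrays. Over the probes compared, which were well above background on at least 1 array, the share changed at least 2-fold fell with signal. From the dimmest to the brightest level it was 44.2%, 9.72%, 6.31%, 3.37%, 2.05% and 0.875%. The first of these shares is in part built in, since the filter keeps a probe that dim only if 1 array at least reads it well above background. Ratios near background may still contribute to Table S3, since the share also fell across the brighter levels. Genes of the table called here had 15 other probes well above background on at least 1 array, of 10 genes. Of these, 60% went in the listed direction (95% Wilson interval 35.7% to 80.2%), an interval that holds the 50% that chance gives. With so few probes, disagreement in direction between probes of a gene cannot be told apart from a shared direction. Of the 15, 1 reached 2-fold, a probe of NRP2 that Table S3 also lists, and their median log2 ratio in the listed direction was 0.06. Most other probes thus did not repeat the 2-fold change by which the genes were called. The called probe was picked for the largest change of its gene, so smaller changes in the others are in part built in. Without that probe, 8 of 14 went in the listed direction. Probes of different transcripts can differ for biological reasons, which was not tested.

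Among probes with 2 spots, 163 spots changed at least 4-fold between the arrays, and in 35.0% of them the other spot of the same probe changed at least 2-fold the same way. A single spot read wrongly on 1 array may therefore be behind many of the large changes, of which most come from probes with 1 spot. Within 1 array, spots of the same probe differed at least 4-fold in 71 of 7317 probes on the #1 siHOTAIR array and in 39 on the siGFP array, against 115 and 48 between the arrays by the first and the second spots. The genes with the largest increase among probes well above background on both arrays were IL17D with 2.69, SEMA6C with 2.49, PROSER2 with 2.46, NRP2 with 2.43 and FAM110D with 2.31. Of these, NRP2 had 2 spots and the others 1. The largest decrease was that of H3C1, with -5.21 and 1 spot, followed by TUBA4A, TAGLN, ALB and AFP with 2 spots each.

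A hypothesis that the paper does not state is that less HOTAIR may release genes held down by REST, whose complex HOTAIR binds according to the introduction. Of the 9 lists compared, the REST-regulated neuronal genes stood at percentile 99.94. Dim genes do not explain this, since 11 genes well above background on both arrays had a median of 0.39 at percentile 99.6. With normexp background correction the median was 0.36 at percentile 99.95, and with spots outside rows 1 to 144 it was 0.65 over 9 genes at percentile 99.99, so neither the background correction nor bright spots in those rows accounts for it. REST itself had a log2 ratio of -0.10. With 1 array per condition, another difference between the cultures or arrays cannot be told apart from an effect of the siRNA. Nor can loss of HOTAIR be told apart from an effect of #1 siHOTAIR on other transcripts. In the paper the other siRNAs against HOTAIR lowered it similarly, but only #1 siHOTAIR lowered proliferation and invasion. The other siRNAs were not read on arrays, and the search for matches to the siRNA seed was not run. The list was singled out after its value was seen.

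The paper's introduction states that HOTAIR represses HoxD genes. Of 9 HOXD genes, 7 were well above background on at least 1 array, with a median of -0.06 at percentile 33.3. HOXD8 was at least 3.24-fold higher on 1 spot, HOXD1 had 0.68, and HOXD3 had -0.86. As members went both ways, loss of repression of the cluster cannot be told apart from no change on these arrays.

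Cell proliferation was lower with #1 siHOTAIR in the paper. Lower proliferation as a cause of the expression changes predicts a low median of cell cycle genes, and the median stood at percentile 95.1, within the central 95% of the random lists, with 18 of 30 genes above 0 and 0 changed at least 2-fold. An interferon response to siRNA predicts a high median of its list. The 15 genes read had a median of 0.03 at percentile 63.7, with 9 above 0 and 0 at least 2-fold higher, and ran from -0.999 for IFIH1 to 0.49 for ISG15, with 0.09 for IFIT1. As members of both lists went both ways within the range of random lists, neither explanation can be excluded, and each cannot be told apart from no change on these arrays. A response that both siRNAs share would not appear in this comparison.

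The other lists are given as values. The 8 genes of the HOXC cluster, in which HOTAIR lies, had a median of 0.41 at percentile 98.95, above 0 under every scaling, with 1.46 for HOXC4 and -0.71 for HOXC8. The 8 HOTAIR partners read had a median of -0.02 at percentile 33.4. The 19 apoptosis and p53 targets had a median of -0.14 at percentile 1.67. The genes of Table S3 had a median of 0.26 at percentile 99.99, which is not independent since they were picked from these arrays, and with dim genes at their bound it was 0. Of the neuroendocrine markers, 1 is in Table S3, and CHGA is in the list of REST-regulated genes as well.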
